# Identification of key genes and molecular mechanisms associated with low egg production of broiler breeder hens in ad libitum

**DOI:** 10.1186/s12864-019-5801-3

**Published:** 2019-05-22

**Authors:** Zehui Wei, Pengcheng Li, Sijia Huang, Purevsuren Lkhagvagarav, Mengqi Zhu, Chuanyu Liang, Cunling Jia

**Keywords:** Transcriptome, *Gallus gallus*, Ad libitum, Restricted feeding, Liver, Adipose, Ovary

## Abstract

**Background:**

Overfeeding reduces laying performance in broiler breeder hens, which is associated with obesity, hepatic steatosis and systemic inflammation. To unravel the underlying mechanisms governing the effect of feeding regimes on energy metabolism and egg production, a transcriptomics approach was carried out for screening differentially expressed genes (DEGs) in ovary, liver and adipose tissues of broiler chickens under ad libitum and restricted feeding.

**Results:**

It showed that 289, 388 and 204 DEGs were identified in the adipose, liver and ovary, respectively. These DEGs were significantly enriched in phagosome pathway, lipid transport, activity and nutrient reservoir activity in ovary; steroid hormone biosynthesis and metabolism of xenobiotics by cytochrome P450 pathways in adipose tissue; and the metabolic pathways, peroxisome proliferator-activated receptor (PPAR) and Jak-STAT signaling pathway in liver. Estrogen receptor 1, identified as one of important hubs by constructing PPI network, was up-regulated in ad libitum group, which would make more apolipoproteins be transferred to ovary.

**Conclusions:**

High expression of *VTGs*, *APOB*, *CYBB* and *CTSS* in ovary would induce excess lipid deposit, oxidative stress and potential damage to ovulation. Our results contribute to understanding effects of feeding regimes on metabolic regulation during egg production of broiler breeder hens and also provide new evidence of metabolic regulation from integrated multi-tissue processes.

**Electronic supplementary material:**

The online version of this article (10.1186/s12864-019-5801-3) contains supplementary material, which is available to authorized users.

## Background

Due to genetic selection, commercial broiler chickens (*Gallus Gallus domesticus*) are capable of growing rapidly and yielding meat efficiently [1]. However, the reproductive performance will decline, when broiler breeder hens are feed ad libitum, which is regarded as the result of overeating and also accompanied obesity and fatty livers [2–4]. Restricting feed of broiler hens to about 50 to 60% of full-feeding is a usual practice to prevent obesity, reduce metabolic disorder and increase egg production [5–8]. However, the consequently negative impact on poultry welfare occurs due to prolonged starvation of broiler breeder hens [9]. Thus, it is essential to uncover the mechanism of ad libitum inducing the ovulation problem (eg. defective or non-settable eggs). As we all known, many organs are involved in the process of egg formation, which is a costly process both in energy and nutrient [10]. Among these organs, the ovary is the most important tissue because it is the place of the ovum (i.e., the yolk) development and maturity [11, 12]. Yolk formation depends on lipogenesis and the export of lipid [13–15]. Lipids is primarily de novo synthesized in liver, which are then transported as triglycerides (TGs) to adipose tissues for storage and release or to ovary tissue for the developing oocyte [16, 17]. However, ad libitum feeding broiler hens led to increase lipid synthesis in the liver and change lipoprotein metabolism in whole body that affect yolk formation, and then induced multiple ovulations similar to women with polycystic ovary syndrome, which is related to dysregulate lipid metabolism [10, 14, 18]. In addition, there was higher body fat for broiler breed hen fed ad libitum than that of restricted feeding at sexual maturity, and the abdominal fat weight of ad libitum feeding hens increase at least 50% [19]. Adipose tissue was also regarded as an endocrine organ which can not only secrete multiple hormones but also influence various hormones synthesized from other organs [20, 21]. It was not clearly what role adipose tissue plays in egg production [22, 23]. There were some reports about the effect of ad libitum vs. restricted feeding on the egg production, metabolic hormones, welfare, enzyme and some genes expression in broiler breeders [9, 16, 24, 25]. However, the molecular mechanism regulating these differences by ad libitum vs. restricted has not been completely elucidated.

The purpose of this research was to investigate the genes and their regulations to the nutrition-dependent reproductive ability of broiler breeders from the whole transcriptome level. In this study, expression profiles of ovary, hepatic and adipose tissue were investigated between ad libitum and restricted feeding broiler hens using RNA-seq technology. The results described herein will provide a significant advance in our knowledge about the interrelation of feed intake, lipid metabolism and ovarian function in broiler hens.

## Results

### Gene expression profiles

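The deposited table holds the reads that the authors counted on 17108 genes in 18 libraries, without normalization. Abdominal fat, liver and ovarian stroma with small follicles came from the same 6 hens at 30 wk of age. Of the hens, 3 had been fed ad libitum since 22 wk of age and 3 had been fed restrictedly. Libraries carry the labels of Table 1, in which L, F and O stand for liver, adipose tissue and ovary and the same sample number marks the same hen. A hen is named by its library in the tissue at hand. Total counts per library ranged from 14793554 to 23261748, with a median of 19846090. In adipose tissue the median was 18133839 in the ad libitum group and 16718615 in the restricted group. In liver the medians were 20195286 and 22082444, and in ovary they were 19865052 and 19143794. The smallest expression that 3 counts could show was between 0.129 and 0.203 CPM. The 5 most abundant genes took 30.3% to 43.6% of the counts in liver libraries and 3.92% to 9.37% in the other libraries. For each tissue, genes above 1 CPM in each library of at least 1 feeding group were tested with the edgeR quasi-likelihood test after TMM normalization. Every fold change is ad libitum relative to restricted feeding, so a positive log2 fold change means higher expression in the ad libitum group. Each standard error is the absolute log2 fold change over the square root of the F statistic of the test. It therefore restates that test and is no separate measure of precision. Expression of single genes is given as TMM-normalized CPM, except where genes are ranked by abundance in liver, where CPM without TMM factors is given. With 3 hens per group, the smallest p that an exact permutation test can reach is 0.1, so complete separation of the groups is reported instead of that p. Gene positions are not given because no annotation of the Gallus_gallus-5.0 genome was used here. The paper names no strand or multiple-mapping mode for the counting, so reads shared by paralogs such as the vitellogenin genes could have been split or lost.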

We systematically analysed sequence data from 18 samples, which included 3 tissues (adipose, liver and ovary) from 6 hens (3 hens from ad libitum group and 3 hens from restricted feeding group). An average of 367.3 million raw reads were detected in 6 samples from each tissue. 

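The deposited counts summed to 106038067 over the 6 adipose libraries, 128615513 over the 6 liver libraries and 115509503 over the 6 ovary libraries. Against the uniquely mapped reads of each library in Table 1, the counts on genes made up 37.7% to 46.6%. This share was between 45.2% and 46.6% in liver libraries. The libraries are paired-end, and the paper does not say whether the mates of a pair were counted together or apart. The share therefore cannot tell how many of the mapped reads fell outside genes.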

After filtration, approximately 81% clean reads in each sample were mapped to the Gallus_gallus-5.0 genome, and they were used for further gene expression analysis. There were about 80% reads uniquely and 1% multiple aligned to genome in each sample (Table 1). On average, expression of 12,382, 13,157and 10,651 genes from adipose, ovary and liver tissues were detected respectively, setting the threshold for read counts of each gene above 1 count per million in each sample at least one treatment group. 

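In the deposited counts, 11914 genes in adipose tissue, 12871 in ovary and 10339 in liver were above 1 CPM in each library of at least 1 feeding group. The count rose most when the genes were required to pass in any 3 of the 6 libraries, whichever group they came from. That rule gave 12382 genes in adipose tissue, 13157 in ovary and 10651 in liver. Scaling the library sizes by the TMM factors gave 11921, 12881 and 10353 genes.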

All these expressed genes were used for differential expression analysis.

**Table 1:** RNA-seq reads and mapping rate of different tissues from hens under ad libitum and restricted feeding

Sample ID	Raw reads	Clean reads	Clean bases (G)	Q20 (%)	Multiple mapped	Uniquely mapped	Mapping rate (%)
L1724_R	64,392,818	61,090,010	7.64	95.03	590,134	51,109,302	84.63
L6709_R	59,658,748	56,872,116	7.11	95.28	721,126	48,296,701	86.19
L6710_R	61,714,914	58,355,650	7.29	95.08	609,771	48,887,646	84.82
F1724_R	54,087,908	50,706,756	6.34	94.55	573,191	39,236,404	78.51
F6709_R	59,471,818	55,779,296	6.97	94.61	679,048	43,773,708	79.69
F6710_R	61,929,858	57,824,398	7.23	94.63	657,150	44,024,598	77.27
O1724_R	62,493,328	58,686,194	7.34	94.47	727,917	45,868,843	79.24
O6709_R	61,744,970	58,780,766	7.35	94.99	706,095	48,277,775	83.33
O6710_R	62,257,620	58,644,500	7.33	94.78	699,080	46,991,269	81.32
L1721_ad	58,134,934	55,036,848	6.88	95.02	657,817	45,941,840	84.67
L1725_ad	52,149,722	49,683,928	6.21	95.07	530,491	42,807,229	87.23
L1723_ad	52,895,016	50,549,914	6.32	95.31	579,622	43,351,355	86.91
F1721_ad	74,115,894	69,624,988	8.7	94.87	842,600	54,239,290	79.11
F1725_ad	65,772,032	61,471,800	7.68	94.76	603,536	45,625,211	75.2
F1723_ad	63,539,320	58,562,688	7.32	94.22	748,009	43,141,371	74.94
O1721_ad	62,882,770	59,623,398	7.45	94.96	723,632	48,555,048	82.65
O1725_ad	58,060,322	54,925,226	6.87	94.87	645,717	43,622,886	80.6
O1723_ad	66,648,496	63,031,132	7.88	94.86	781,846	49,771,569	80.2

**Note,** Letter L, F and O represent the sample from liver, adipose and ovary, respectively. Letter R and ad represent restricted feeding group and ad libitum feeding group. The numbers between letters represent the sample number.

### Differentially expressed genes

Differential expression genes were analysed between ad libitum vs restricted feeding group in 3 tissues (FDR < 0.1). The numbers of DEGs were 289 (66 upregulated and 223 downregulated) in the adipose tissue, 388 (240 upregulated and 148 downregulated) in the liver, 204 (170 upregulated and 34 downregulated) in the ovary (Fig. 1, Additional file 2: Table S2). 

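In adipose tissue, 1 of 11914 tested genes had an FDR under 0.1 by the quasi-likelihood test, and 618 had an unadjusted p under 0.05. The gene was WFIKKN2 (ENSGALG00000007367), a protease inhibitor gene. Its expression was 2.76 ± 0.273 (SD, n = 3) in the ad libitum group and 19.4 ± 2.48 (SD, n = 3) in the restricted group. The log2 fold change was -2.81 (standard error 0.24, FDR 0.0726). In liver, 1 of 10339 genes passed, and 1412 had an unadjusted p under 0.05. IGFBP1 (ENSGALG00000012437), an insulin-like growth factor binding protein gene, had an expression of 55.5 ± 11.6 (SD, n = 3) with ad libitum feeding and 13.8 ± 1.49 (SD, n = 3) with restricted feeding. Its log2 fold change was 2.01 (standard error 0.21, FDR 0.0936). The 3 libraries of one feeding group lay apart from those of the other for both genes. In ovary, 0 of 12871 genes passed, the smallest FDR was 0.878, and 624 genes had an unadjusted p under 0.05. The numbers were much larger with likelihood ratio tests. With 1 common dispersion per tissue, such a test gave 419 genes in adipose tissue, 377 in liver and 383 in ovary, and with trended dispersions it gave 349, 395 and 245. With gene-wise dispersions that test gave 88, 146 and 24 genes in adipose tissue, liver and ovary, and DESeq2 gave 78, 241 and 48.
A likelihood ratio test with trended dispersions on genes above 1 CPM in at least 3 libraries gave 289 genes in adipose tissue (66 higher and 223 lower), 388 in liver (240 higher and 148 lower) and 204 in ovary (170 higher and 34 lower). This setting, with TMM, was found after the data had been seen, by comparing settings with the counts in the paper, and all its genes were shared with Table S2. With library size alone in place of TMM, the same test gave 131 higher and 171 lower genes in liver, and with RLE size factors it gave 242 and 140. Of the genes found with TMM, the 3 libraries of one feeding group lay above all 3 of the other for 106 in adipose tissue, 225 in liver and 99 in ovary. Chance gives 10% of genes for 3 hens against 3, which is no null for genes called on the same counts. Among all tested genes, 8.77% were separated in this way in adipose tissue, 21.2% in liver and 9.52% in ovary. Of the 223 genes lower in adipose tissue, 103 had an expression in F6709_R at least 2 times that of any other hen. Of the 170 genes higher in ovary, 66 had this in O1723_ad.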

Based on the expression level TPM ≥ 500, the genes are defined as tissue specifically expressed genes (TSEG). There were 356, 499 and 1815 TSEG in the liver, adipose and ovary of ad libitum group (Additional file 3: Table S3). Similarly, there were 418, 345 and 1994 TSEG in the liver, adipose and ovary of restricted feeding group (Additional file 3: Table S3), respectively.

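TPM values could not be recomputed, because transcript lengths of the genome build were not used here. Genes were instead counted as tissue specific with at least 500 counts in all 3 libraries of a tissue and under 500 counts in each library of the other tissues of the same feeding group. In the ad libitum group this gave 287 genes in liver, 229 in adipose tissue and 980 in ovary. The paper lists 232, 126 and 662 of these in Table S3. In the restricted group there were 302 genes in liver, 160 in adipose tissue and 1090 in ovary, of which the paper lists 251, 89 and 690. In ovary a threshold of 500 CPM with no comparison between tissues gave 138 genes in the ad libitum group and 115 in the restricted group. This was the largest change as a ratio. A rule chosen after the data had been seen, that 500 counts were not reached in all 3 libraries of another tissue, gave 1862 and 2180, the largest change in number of genes.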

**Fig. 1:**
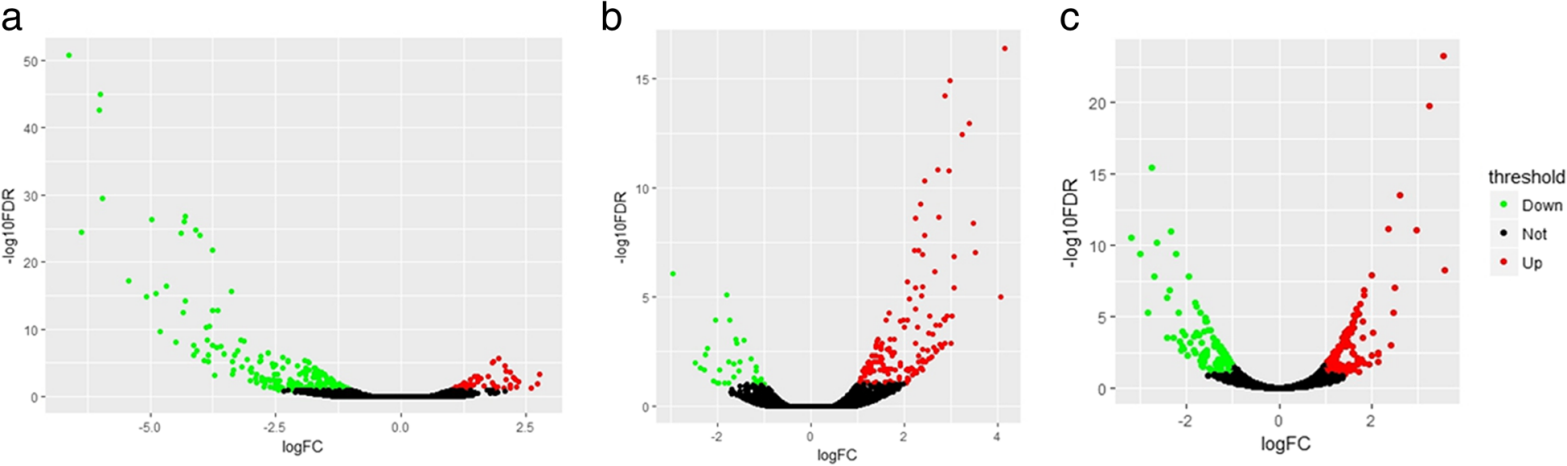
Volcano plot displaying differentially expressed genes between ad libitum and restricted feeding group in three tissues. (a) Adipose tissue, (b) Ovary, (c) Liver. Significantly up-regulated genes were marked by red (Up) (FDR < 0.1); significantly down-regulated genes were marked by green (Down) (FDR < 0.1); insignificantly expressed genes were marked by black (Not)

### Gene ontology and functional annotation of DEGs

Based on the DEGs annotation, enrichment analysis of each tissue from biological process GO terms and KEGG pathway were summarized in Fig. 2 and Additional file 4: Table S4, setting the threshold at FDR < 0.05. DEGs were overrepresented in 5 GO terms and 2 KEGG pathways for the adipose tissue, 16 GO terms and 1 KEGG pathways for ovary, and only 9 KEGG pathways for liver by STRING. KEGG pathway analysis showed that main enrichment pathways were “steroid hormone biosynthesis” and “metabolism of xenobiotics by cytochrome P450” in adipose tissue, “Phagosome” in ovary. In liver, the pathways involved in more genes are Jak-STAT signaling pathway, metabolic pathway, cell cycle and cytokine-cytokine receptor interaction.

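In the deposited liver counts, 8 of the 9 genes that Table S4 lists for the Jak-STAT signaling pathway were higher in the ad libitum group and 1 was lower. Their log2 fold changes ran from -1.65 to 1.803. All 9 cell cycle genes and all 6 DNA replication genes were lower, from -1.68 to -0.85. Of the 9 genes of cytokine-cytokine receptor interaction, 8 were higher, from -1.65 to 1.803 over all 9. The cell cycle and DNA replication sets have the same extremes, as have the Jak-STAT and cytokine sets. The sets of each pair therefore share genes and are not separate evidence. For metabolic pathways, 30 of the 33 listed genes were tested, and 14 were higher and 16 lower. None of the genes of these pathways had an FDR under 0.1 by the quasi-likelihood test, and the smallest FDR among them was 0.274. An unadjusted p under 0.05 was found for 8 of the Jak-STAT genes, 3 of the cell cycle genes and 22 of the genes of metabolic pathways. The feeding groups were separated for 7 of the 9 Jak-STAT genes and for 0 of the 9 cell cycle genes. Chance gives 10% for 3 hens against 3, and 21.2% of all tested liver genes were separated, but these genes are the paper's calls on the same counts, so neither share is a null for them. With each hen left out in turn, 5 of the 9 cell cycle genes kept the sign of their fold change in every fit, and all 9 Jak-STAT genes did.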

**Fig. 2:**
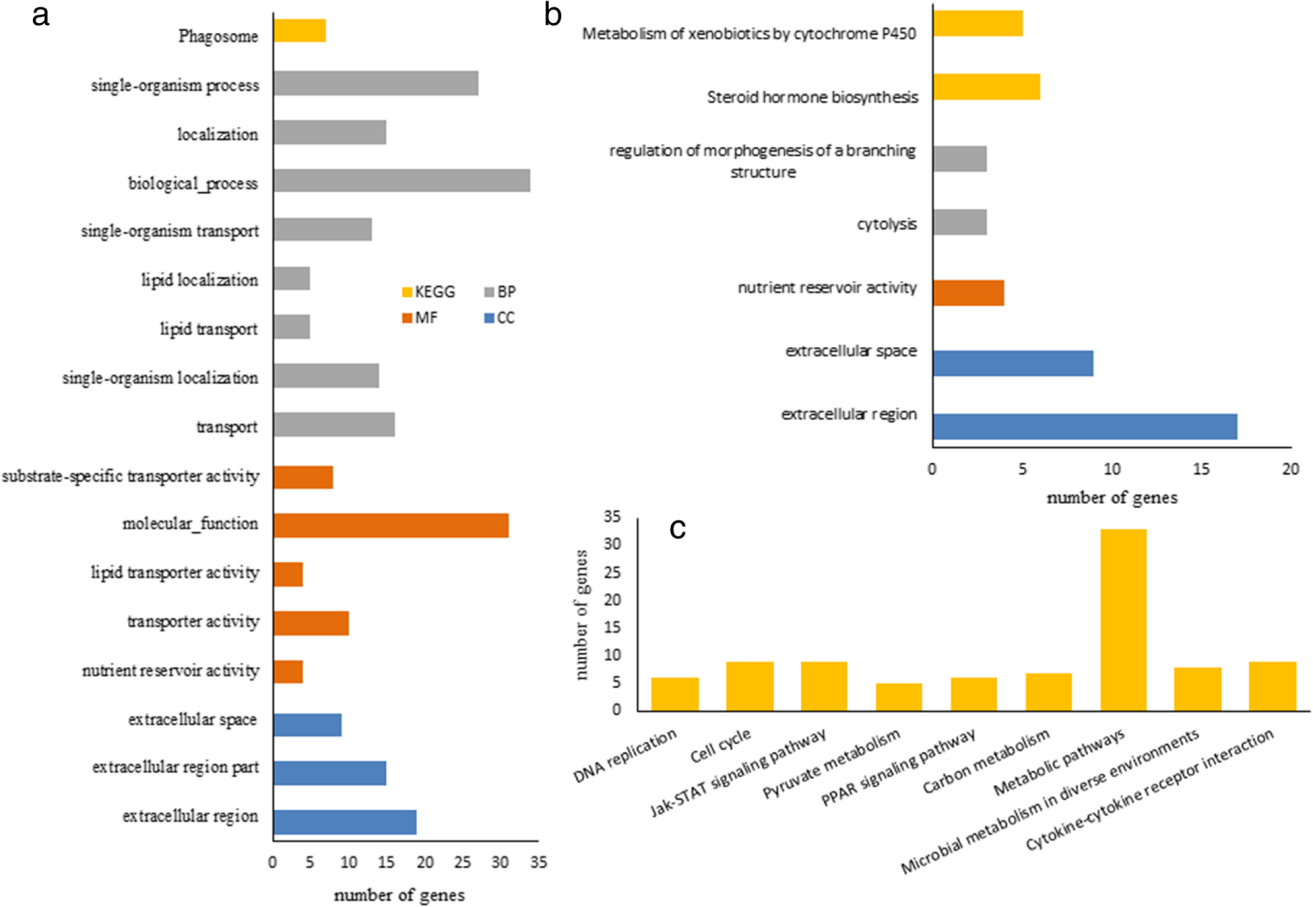
GO analysis and KEGG pathway output of DEGs between ad libitum and restricted feeding group. (a) Ovary, (b) Adipose tissue, (c) Liver. BP, Biological Process; CC, Cellular Component; MF, Molecular Function

### Verification of RNA-seq experiment

The mRNA level of DEG obtained by RNA-seq from ovary, liver and adipose tissues between ad libitum vs restricted feed groups were further examined by qRT-PCR. Figure 3 showed the expression levels of ten genes randomly selected from DEG. For the RNA-seq analysis, the expression of *CHGB, GAL, SST, APOB, SOST, CHAC1* and *SIK1* were down-regulated in ad libitum group by one and a half to three-folds, and the expression of *ANGPTL4, RRM2* and *ACTC1* were up-regulated in ad libitum group by two to four-folds (Fig. 3a). 

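In the deposited counts, the log2 fold change of the ad libitum group relative to the restricted group was positive for CHGB, GAL, SST and APOB in ovary, SOST in adipose tissue, and CHAC1 and SIK1 in liver. It was negative for ACTC1 in ovary and for ANGPTL4 and RRM2 in liver. The paper does not name the tissue of each gene, so the tissue was taken from the Table S2 row judged to match the figure. In adipose tissue APOB had a negative log2 fold change, -1.74. SIK1 was expressed at 232.1 ± 187.7 (SD, n = 3) with ad libitum feeding and 24.3 ± 8.81 (SD, n = 3) with restricted feeding. SIK1 had a log2 fold change of 3.26 (standard error 0.62, FDR 0.324). ANGPTL4 was expressed at 5.67 ± 1.64 (SD, n = 3) and 38.2 ± 16.3 (SD, n = 3), with a log2 fold change of -2.75 (standard error 0.38, FDR 0.274). The groups were separated for these genes and overlapped for the other 8. Likelihood ratio tests with gene-wise dispersions gave an FDR of 2.58e-04 for SIK1 and 9.61e-08 for ANGPTL4.
For 7 of the other 8 genes, the fold change rested largely on the highest hen. CHGB expression in the ovary was 3896 in O1723_ad and at most 168.0 in the other hens. GAL was at 158.9 in O1723_ad and at most 9.78 elsewhere, and SST was at 51.8 and at most 2.60. In liver, CHAC1 was at 248.7 in L1723_ad and at most 9.40 in the others. SOST in adipose tissue was at 42.3 in F1721_ad and at most 4.57 in the others. ACTC1 in ovary was at 46.8 in O1724_R and at most 5.28 in the others. The log2 fold changes were 3.53 for CHGB, 3.39 for GAL, 3.08 for SST, 3.55 for CHAC1, 2.24 for SOST and -2.22 for ACTC1. Their signs changed when that hen was left out. RRM2 was at 27.8 in L1724_R and at most 1.52 in the others. It was not above 1 CPM in all libraries of either group, and without a filter its log2 fold change was -3.20 (standard error 1.15, FDR 0.420).

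**Figure D1:**
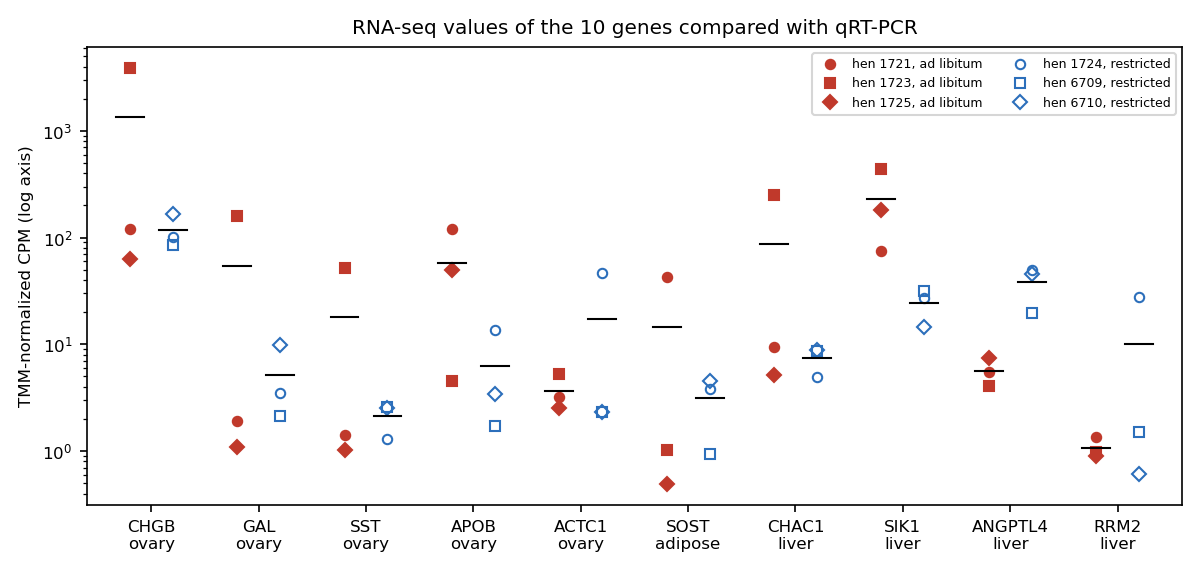
TMM-normalized CPM on a log axis of the 10 genes in the tissue named under each symbol, with 1 point per hen and a line at the mean of each feeding group. The highest ovary value of CHGB, 3896, belongs to O1723_ad.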

Results of qRT-PCR showed the expressions of these genes were consistent with the results of RNA-Seq analysis, and high correlation was found by comparing results of two methods (Fig. 3b). Therefore, the qRT-PCR data verified that results from RNA-Seq were reliable.

**Fig. 3:**
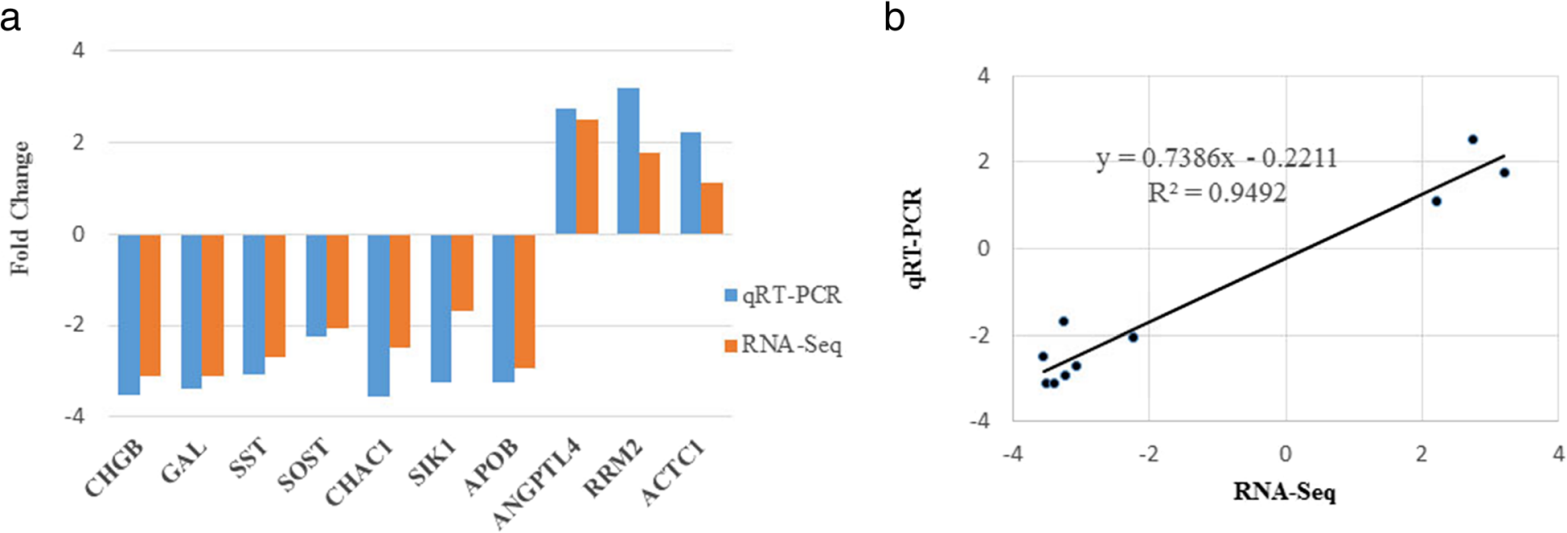
Comparison and correlation analysis of differentially expressed genes between qRT-PCR and RNA-seq. (a) Comparison of differentially expressed genes level from qRT-PCR and RNA-seq. (b) The correlation of differentially expressed genes between qRT-PCR and RNA-seq. *CHGB*, chromogranin B; *APOB*, apolipoprotein B; *SOST*, sclerostin; *GAL*, galanin and GMAP; *SST*, somatostatin; *ACTC1*, actin, alpha, cardiac muscle 1; *CHAC1*, ChaC glutathione specific gamma-glutamylcyclotransferase 1; *SIK1*, salt inducible kinase 1; *ANGPTL4*, angiopoietin like 4; *RRM2*, ribonucleotide reductase regulatory subunit M2. The gene expression was normalized as fold change using *18S ribosomal RNA* (*n* = 3 per group)

### Protein/protein interaction network of DEGs

Cytoscape software was employed to visualize PPI networks of DEGs (Fig. 4). It is composed of 123 nodes and 159 edges in adipose, 172 nodes and 373 edges in liver and 100 nodes and 153 edges in ovary. In the figure, node represents DEG and edge represents PPI of two DEGs. 

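In adipose tissue, the fibrinogen gene FGB (ENSGALG00000009262) was expressed at 5.53 ± 5.22 (SD, n = 3) in the ad libitum group and 20.9 ± 13.9 (SD, n = 3) in the restricted group. Its log2 fold change was -1.91 (standard error 1.01, FDR 0.907), and the groups overlapped. In ovary, the transcription factor gene SPI1 (ENSGALG00000008127) was expressed at 51.9 ± 6.41 (SD, n = 3) and 18.7 ± 11.4 (SD, n = 3). The 3 ad libitum hens were above the 3 restricted hens, and the log2 fold change was 1.47 (standard error 0.45, FDR 0.878). The plasminogen gene PLG (ENSGALG00000004293) was expressed at 3.93 ± 2.77 (SD, n = 3) and 0.765 ± 0.529 (SD, n = 3) in ovary. The groups overlapped, and its log2 fold change was 2.37 (standard error 0.75, FDR 0.878). In liver, the ad libitum and restricted means were 9912 and 6628 for FGB and 2991 and 2651 for PLG. Liver RNA in the adipose and ovary libraries is therefore a candidate explanation for the differences of these 2 genes.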

There were 2 (fibrinogen beta chain (*FGB*), albumin (*ALB*)) and 3 genes (*ALB*, Spi-1 proto-oncogene (S*PI1*), plasminogen (*PLG*)) identified as hub genes in adipose and ovary with an interaction degree ≥10, respectively, and 24 hub genes in liver.

**Fig. 4:**
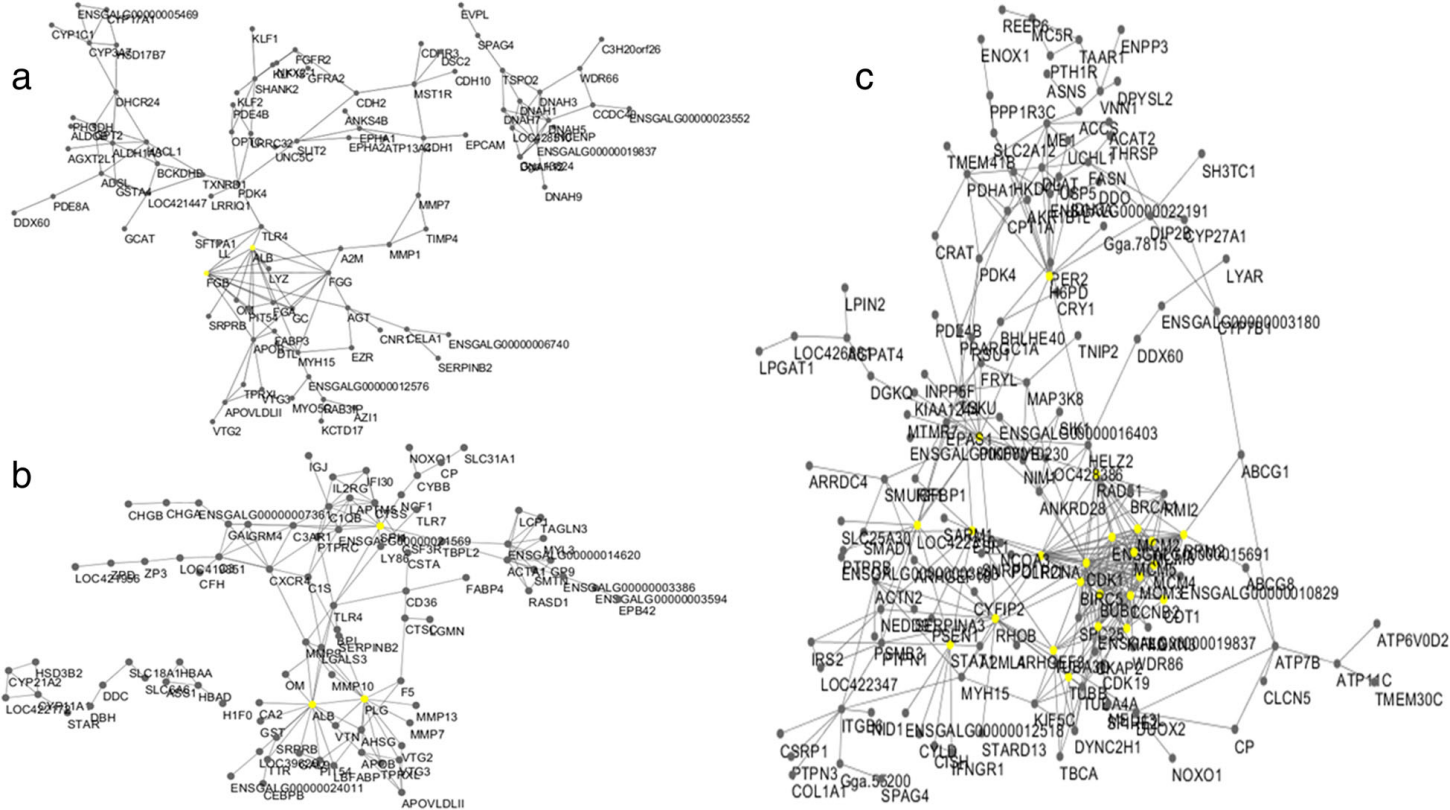
PPI network for DEGs in adipose, ovary and liver tissues. (a) Adipose; (b) Ovary; (c) Liver. In the network, the difference of interaction degree is shown by the color. Yellow dot indicates the node has interaction degree ≥10 considered as hub genes. Black dot indicates the node is differential expression gene. PPI, protein/protein interaction; DEGs, differentially expressed genes

## Discussion

Restricted feeding of broiler breeder has been widely used to improve the excessive body weight gain and lower egg production efficiency [5–8]. According to the previously reported, unrestricted feeding broiler breeder hen during the laying period accelerates ovarian follicular maturation, which disrupt reproductive performance or increase non-settable eggs [1, 16, 26]. It has been suggested that the reason for unrestricted feeding impairing on egg production of broiler breeder hens was mainly excessive intake leading to excessive energy intake [10, 27, 28]. Despite its high energy requirements, especially yolk formation depending on the metabolism of lipids, broiler breeder hens is little biologic tolerance for overeating [19]. Thus, it is worthy to investigate the underlying molecular mechanisms governing lipid metabolism on egg production, specifically about the effect of nutritional status [16].

In the current study, we conducted transcriptome analysis of the liver, ovary and adipose tissue samples of broiler breeder hen under ad libitum and restricted feeding from 22 wk. to 30 wk. The aim was to examine the impacts of diet intake (ad libitum vs restricted feeding) on the gene expression in these tissues of broiler breeder hens and uncover the molecular mechanism of egg production affected by feed intake. We identified 289, 388 and 204 DEGs using edgeR in the adipose, liver and ovary tissue (FDR < 0.1), respectively.

STRING analysis in ovary showed that DEGs were enriched to phagosome pathway, lipid transport and location biological process, and the molecular function of lipid transporter activity and nutrient reservoir activity (Additional file 4: Table S4). Phagosome is a key pathway in the tissue remodeling and cell phagocytosis of large particles during inflammation [29]. During ovulation, inflammation stimulate connective tissue remodeling, which induce stimulate ovarian follicle rupture to release the mature oocyte. [10, 30]. In our study, the phagosome pathway included 7 DEGs (*ATP6V0D2, C3, CD36, CTSS, CYBB, NCF1* and *TLR4*), and all these gene were significantly up-regulated in ad libitum group compared to restricted- feeding group (Additional file 2: Table S2). 

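In the deposited ovary counts, all 7 genes had positive log2 fold changes, from 1.07 for C3 to 2.69 for ATP6V0D2. None had an FDR under 0.1 by the quasi-likelihood test, where each had 0.878, and 6 had an unadjusted p under 0.05. ATP6V0D2 (ENSGALG00000015868) was expressed at 6.13 ± 1.33 (SD, n = 3) in the ad libitum group and 0.950 ± 0.562 (SD, n = 3) in the restricted group. The standard error of its log2 fold change was 0.55. With gene-wise dispersions, the likelihood ratio test gave it an FDR of 0.00587, and no other gene of the 7 passed. CD36, CTSS, CYBB, NCF1 and ATP6V0D2 were higher in each ad libitum hen than in each restricted hen. Chance gives 10% of genes, but these were chosen as calls on the same counts. C3 and TLR4 overlapped between the groups. The lowest expression of all 7 genes was in O6710_R. With each hen left out in turn, the log2 fold changes of the 7 genes stayed positive.

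**Figure D2:**
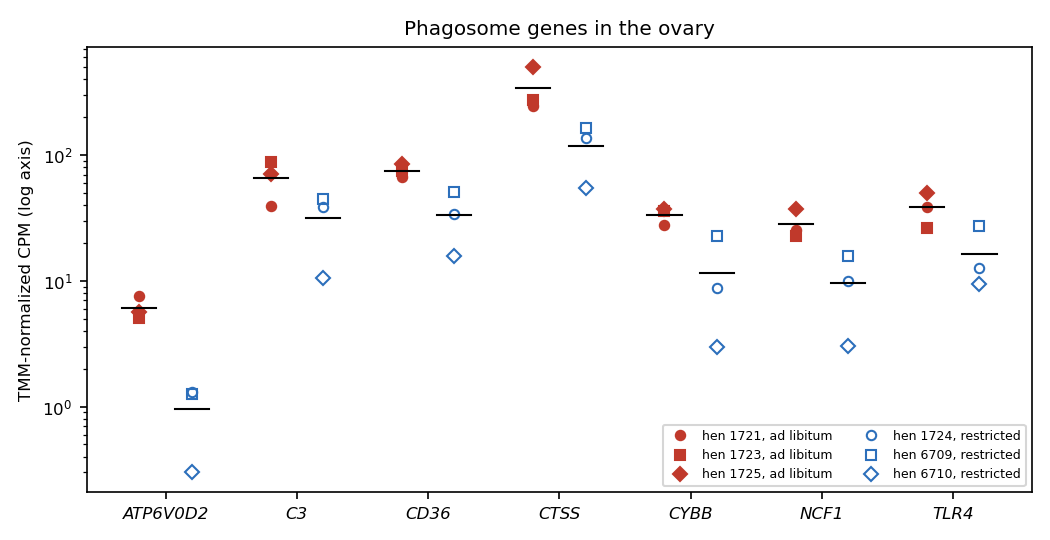
TMM-normalized CPM of the 7 genes in the ovary on a log axis, with 1 point per hen and a line at the mean of each feeding group. O6710_R is lowest for each gene.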

Among these genes, beta polypeptide (*CYBB*) and cathepsin S (*CTSS*) genes took part in the process of reactive oxygen species (ROS) [31, 32]. 

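CTSS (ENSGALG00000000775) was expressed in ovary at 339.0 ± 140.1 (SD, n = 3) with ad libitum feeding and 119.1 ± 57.7 (SD, n = 3) with restricted feeding. Its log2 fold change was 1.51 (standard error 0.46), and it lay between 1.095 and 1.82 with each hen left out in turn. CYBB (ENSGALG00000016261) was expressed at 33.6 ± 5.08 (SD, n = 3) and 11.5 ± 10.2 (SD, n = 3). Its log2 fold change was 1.54 (standard error 0.64), and it lay between 1.08 and 2.51 with each hen left out.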

In vervet, higher mRNA levels of *CYBB* will lead to excess ROS production in corpus luteum, which provoke oxidative stress and potential injury to the corpus luteum cells and subsequently influence ovulation [33]. Conventional opinion is that the liver cells are the primary sites of fatty acids synthesis for chickens and they were transported as triglycerides in the plasma by apolipoproteins to the ovary, the adipose tissue for storage and other specific tissues in response to nutritional or physiological need [16, 17]. 

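By mean CPM in the deposited liver counts, the 5 most abundant genes in the ad libitum group were VTG2 with 114500 ± 28350 (SD, n = 3), ALB with 112800 ± 507.4 (SD, n = 3), APOV1 with 63300 ± 9771 (SD, n = 3), APOB with 46720 ± 4108 (SD, n = 3) and VTG1 with 43020 ± 5564 (SD, n = 3). The same 5 genes ranked highest in the restricted group. There ALB had 123400 ± 15050 (SD, n = 3), VTG2 76130 ± 20660 (SD, n = 3), APOV1 62010 ± 4548 (SD, n = 3), VTG1 36150 ± 13600 (SD, n = 3) and APOB 35310 ± 8882 (SD, n = 3). These CPM values carry no TMM factors and take no account of transcript length. In liver, the expression of these genes overlapped between the feeding groups. The log2 fold changes in liver ran from -0.030 for ALB to 0.71 for VTG2, and the FDR values ran from 0.379 to 0.965.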

We found indeed the top five high expression genes (*VTG2*, *ALB*, *APOB*, *VTG1*, *APOV1*) in liver by TMP analysis (TMP > 40,000) were related to lipid transport in both groups (Additional file 3: Table S3). Moreover, these genes were significantly down-regulated in adipose and significantly up-regulated in ovary tissue in ad libitum group compared to restricted-feeding group. 

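In the deposited ovary counts, the log2 fold change was 2.98 (standard error 1.06) for VTG2 (ENSGALG00000001863), 2.35 (standard error 0.95) for ALB (ENSGALG00000020180), 3.24 (standard error 1.19) for APOB (ENSGALG00000016491), 2.08 (standard error 0.79) for VTG1 (ENSGALG00000008900) and 2.31 (standard error 1.12) for APOV1 (ENSGALG00000015134). In adipose tissue the log2 fold changes of these genes were -1.84 (standard error 1.24), -1.66 (standard error 1.20), -1.74 (standard error 1.06), -1.54 (standard error 0.88) and -1.66 (standard error 1.33). The FDR was 0.878 for each of the 5 in ovary and 0.907 in adipose tissue. The feeding groups overlapped for all 5 genes in both tissues. VTG2 expression in ovary was 320.0, 16.5 and 148.5 in O1721_ad, O1723_ad and O1725_ad, and 41.0, 7.02 and 13.8 in O1724_R, O6709_R and O6710_R. In adipose tissue it was 126.8, 1.02 and 77.8 in the adipose libraries of the same ad libitum hens, and 228.5, 90.3 and 416.5 in those of the restricted hens. The CPM of the 5 genes together in ovary was between 0.0106% and 0.292% of that in the liver of the same hen, and in adipose tissue it was between 0.00164% and 0.345%. All signs held with each hen left out in turn.
The difference between the effects in ovary and adipose tissue was tested as a tissue by feeding interaction over 13233 genes. For 0 of the 5 genes was the FDR under 0.1 (each 0.982), and 4 had an unadjusted p under 0.05. Adjusted over the 5 alone, all 5 were under 0.1, but these genes had been chosen from calls on the same data. With the hen as a block, 0 of the 5 passed over all genes, with FDR values from 0.820 to 0.907, but all 5 had an unadjusted p under 0.05. These p-values, from the edgeR fit, ran from 1.07e-04 for APOB to 0.00408 for APOV1. The standard error of the log2 difference, computed from the F statistic of the same test, fell for each gene, for APOB from 1.77 to 0.72. The log2 differences ran from 3.48 for VTG1 to 5.54 for VTG2. The ovary and adipose libraries of a hen had a mean correlation of 0.188 across 11552 genes after the feeding group means were removed, from 0.0205 in the hen of O1725_ad to 0.283 in the hen of O6710_R. Genes are not independent replicates.

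**Figure D3:**
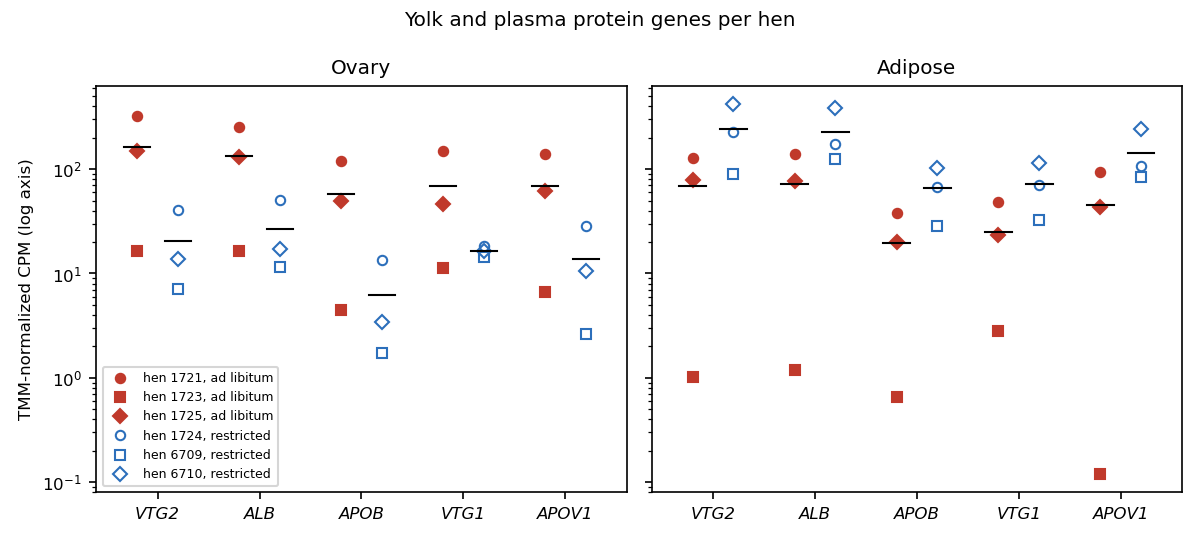
TMM-normalized CPM of the 5 genes in ovary and adipose tissue on a log axis, with 1 point per hen and a line at the mean of each feeding group. In both tissues the hen of O1723_ad is the lowest ad libitum hen for each gene, with a VTG2 expression of 16.5 in ovary and 1.02 in adipose tissue.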

Vitellogenin (VTG), one of major yolk-forming components, has been shown to interact with a 95-kDa protein present in detergent extracts of ovarian membranes [34, 35]. Approximately 7% of yolk lipid and 23% of yolk solids were contributes by VTG in chicken eggs [10]. It is reported that VTGs are also synthesized in ovaries of the zebrafish and maybe transported to the close oocytes more efficiently than those transported in the blood from the liver [36, 37]. Apovitellenin 1 (APOV1) and Apolipoprotein B (APOB), the primary apoproteins of very low density lipoprotein (VLDL) particles, are synthesized in the liver and highly stimulated by estrogens at sexual maturity [38–41]. Their mRNA is extremely abundant in the liver [42]. It is thought that APOV1 is likely present only in egg- producing hens, and privileged accumulation. APOB will damage other apolipoproteins present in the immature hen (apo-AI, C-type derived apolipoproteins) [39]. It was suggested that these up-regulated genes in ad libitum made excess energy being transported to the ovary and increase deposition of egg yolk proteins in the developing oocytes, which leaded to multiple ovulations [5, 28]. It may be the one of reason for broiler breeder hens with poor reproductive performance in ad libitum*..*

In adipose tissue, STRING analysis showed that DEGs were most enrichment in the pathways of “steroid hormone biosynthesis” and “metabolism of xenobiotics by cytochrome P450”, and the molecular function of nutrient reservoir activity (Additional file 4: Table S4). Adipose tissue is one of the major endocrine gland and is considered to be one of the main sites of extra-gonadal synthesis of estrogen [43–45]. We found the DEGs in these two pathways were mainly down-regulated (Additional file 2: Table S2) in ad libitum group compared to restricted-feeding group. 

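In the deposited adipose counts, 6 of the 9 genes that Table S4 lists in the steroid hormone and xenobiotic pathways were tested, and all 6 were lower in the ad libitum group. EPHX1L (ENSGALG00000010303) was expressed at 10.9 ± 5.99 (SD, n = 3) in the ad libitum group and 28.5 ± 2.97 (SD, n = 3) in the restricted group. This was a log2 fold change of -1.39 (standard error 0.39, FDR 0.890), and the groups were separated. DESeq2 gave it an FDR of 0.0995. For the other 5 tested genes, CYP17A1, CYP3A7, HSD17B7, ALDH1A3 and GSTA4, the groups overlapped and the FDR was 0.907. Their log2 fold changes ran from -2.51 for CYP3A7 to -1.18 for ALDH1A3. CYP17A1 expression was 39.0 in F6710_R and at most 9.59 in the others, and GSTA4 was at 26.6 in F6709_R and at most 5.70 in the others. The signs of these genes changed when that hen was left out. CYP2C45, CYP1C1 and HSD11B1 were not above 1 CPM in all libraries of either group. HSD11B1 was read as HSD11B1b, 1 of the gene names that fit the entry. CYP2C45 expression was 124.4 in F6709_R and at most 1.28 in the others, and its log2 fold change without a filter was -5.94 (standard error 1.94, FDR 0.840).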

The role of hormonal and metabolic signals from adipose tissue needs to be studied farther in connection with reproductive function in poultry.

STRING analysis in liver showed that DEGs were mainly enriched to 9 KEGG pathways, as we all know metabolic pathways, Jak-STAT signaling pathway and PPAR signaling pathway were involved (Additional file 4: Table S4). Furthermore, by constructing PPI network for DEGs from ad libitum vs restricted feeding, 24 hubs genes were found (Fig. 4). Among these, estrogen receptor 1 (*ESR1 or ER-α*) was involved in metabolic pathways. The liver is one of mainly responsible organ to estrogens, and the expression of liver estrogen receptors (ERs) is strictly regulated by the reproductive functions and energy homeostasis [46–48]. In liver, the synthesis of egg yolk proteins is highly dependent on estrogen and mediated by ERs [49]. Synthesized apolipoproteins can be transferred via the blood to the developing oocytes [50]. 

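In the deposited liver counts, the estrogen receptor gene ESR1 (ENSGALG00000012973) was expressed at 36.0 ± 4.05 (SD, n = 3) in the ad libitum group and 17.1 ± 4.58 (SD, n = 3) in the restricted group. Each ad libitum hen was above each restricted hen, with values of 31.6, 39.6 and 37.0 against 12.8, 16.5 and 21.9. The log2 fold change was 1.08 (standard error 0.23, FDR 0.324 by the quasi-likelihood test). It lay between 0.91 and 1.30 with each hen left out in turn. The FDR was 0.0117 by a likelihood ratio test with gene-wise dispersions and 0.00707 by DESeq2.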

In our study, the mRNA levels of *ESR1* were up-regulated in ad libitum group compared to restricted feeding group, which may increase the synthesis of proteins precursors such as VTG II and APOV1, so that accelerated ovarian follicular maturation and lead to disrupt reproductive performance or increase non-settable eggs.

## Conclusion

Egg yolk deposit refer to the synthesis, absorb, transport and metabolism of lipid from integrated multi-tissue processes. Ad libitum will induce the excess of egg yolk deposit and production of defective or non-settable eggs in broiler breeder hens. In this study, we identified key DEGs, main biology process and regulating pathway by comparing ad libitum with restricted feeding. High levels of *ESR1* mRNA in liver will make more apolipoproteins be transferred to ovary. High expression of *VTGs*, *APOB*, *CYBB* and *CTSS* in ovary will induce excess lipid deposit, oxidative stress and potential damage ovulation. 

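The remaining vitellogenin gene, VTG3 (ENSGALG00000020772), was expressed in ovary at 13.9 ± 12.0 (SD, n = 3) with ad libitum feeding and 1.91 ± 1.76 (SD, n = 3) with restricted feeding. Its log2 fold change was 2.88 (standard error 1.01, FDR 0.878), and the groups overlapped. From the expression of ESR1 in liver, the paper reasons that more apolipoprotein reaches the ovary. From the higher vitellogenin, APOB, CYBB and CTSS expression in ovary, it concludes that lipid is deposited in excess and that oxidative stress follows.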

All these results may reveal the molecular mechanism of low egg production of broiler breeder hens in ad libitum*.* However, additional studies should be investigated on the role of hormonal and metabolic signals from adipose tissue in connection with reproductive function in broiler breeder hens.

## Methods

### Animal management and tissue preparation

A flock of Arbor Acres (AA) broiler breeder chicks were reared according to AA Breeder Management Guide specifications to reach target body weight until 21 wk. of age (http://ap.aviagen.com/brands/arbor-acres/). From 22 wk. of age, forty chicks were divided into two groups and transferred into individual laying cages. One group was fed ad libitum with the ration 11.74 MJ/kg metabolizable energy and 17 g crude protein/100 g feed (ad libitum group), and the other group was fed continually on the above guide (restricted group). Access to water was unrestricted during the rearing period. Hens were fed on a lighting schedule according to recommendation from the breeder company. During the laying period, the lighting schedule was 14 h light: 10 h dark. Until 30 wk. of age, 3 hens randomly selected from each group were anesthetized with isoflurane before necropsy. Liver, abdominal fat and ovarian stromal tissues including small follicles were collected at necropsy. Tissue samples were frozen immediately in liquid nitrogen and stored at − 80 °C for farther transcriptome and qRT-PCR analyses.

### RNA extraction

Total RNA was extracted from 18 samples (including adipose, liver and ovary, 6 individuals of each tissue) by TRIzol LS Reagent (Invitrogen, USA). RNA purity and concentration were evaluated with the NanoPhotometer® spectrophotometer (IMPLEN, CA, USA) and Qubit® RNA Assay Kit in Qubi^t^® 2.0 Flurometer (Life Technologies, CA, USA). The RNA integrity was checked using the RNA Nano 6000 Assay Kit of the Bioanalyzer 2100 system (Agilent Technologies, CA, USA) and all of the RNA Integrity Number were more than 9.0.

### Library preparation and transcriptome sequencing

The cDNA libraries were built using NEBNext® Ultra™ RNA Library Prep Kit for Illumina® (NEB, USA). The Agilent Bioanalyzer 2100 system was used to measure the quality of the libraries from 18 samples. An Illumina® HiSeq 2500 platform at Novogene Bioinformatics Technology Co. Ltd. (Beijing, China) was used to sequence all the libraries and the paired-end reads length is 125 bp.

### Reads quality control, alignment and annotation

We used FastQC (Version 0.11.5) to conduct qualify control of raw reads [51]. We removed adapters and low quality reads. After filtered, reads were mapped to the Gallus_gallus-5.0 reference genome using TopHat v2.1.1. [52] incorporates the bowtie v2.0.6 algorithm [53]. Subsequently, the analyses were conducted within R (Version 3.4.0) using packages GenomicFeatures [54] for computing overlaps, and GenomicAlignments [54] for counting short reads mapped within genomic regions on *Gallus gallus* genome GTF file.

### Identification of differential expression gene

Differentially expressed genes (DEGs) were analysed using the R package edgeR [55]. The trimmed mean of M-value (TMM) method was used for normalizing and the generalized linear model (negative binomial) was used for model fitting. Genes with false discovery rate (FDR) < 0.1 were identified as DEGs. To identify tissue specifically expressed genes, transcripts per million (TPM) was calculated using RSEM software [56]. The genes with TPM ≥ 500 were considered to tissue specifically expressed.

### Bioinformatics function analysis of DEGs

The Ensembl transcript ID was used as the primary identifier for all our analyses. The Gene Ontology (GO) terms and Kyoto Encyclopedia of Genes and Genomes (KEGG) pathways were analysed by the online STRING tools (http://string-db.org/) to classify the function of DEGs (FDR < 0.05).

### Real time PCR confirmation

The quantitative real-time PCR (qRT-PCR) was used to confirm the results of DEG from RNA-seq. Total RNA of liver, ovary and adipose samples were extracted using TRIzol Reagent (Invitrogen, USA), and 1 μg total RNA were reversely transcribed to cDNA using the PrimerScrip™RT reagent Kit (Takara, Japan). The qRT-PCR kit SYBR^Ⓡ^Premix Ex Taq™ II (Tli RNaseH Plus, Takara, Japan) was used to determine expression of 10 mRNA. The qRT-PCR reaction was performed in the ABI 7300 Real-Time PCR system (Applied Biosystems, Foster City, CA). The primer sequences (TSINGKE Biotech, China) are provided in Additional file 1: Table S1. The 15 μl PCR total mixed volume in each well contained 7.5 μl SYBR1 Fast qPCRMix (Takara, Japan), each forward and reverse primer 0.8 μl (10 μmol/L), 0.3 μl ROX Reference Dye, 1 μl cDNA template and the rest was RNase-free H_2_O. The PCR reaction was conducted as follows: 30 s at 95 °C, followed by 40 cycles each for 5 s at 95 °C, and annealing temperature of each primer for 34 s and 30 s at 72 °C. The 2^−ΔΔCT^ method was used to calculate target gene expression, and *18S* was used as an internal control.

### Protein/protein interaction network analysis of DEGs

The STRING database was performed to analyse protein/protein interaction network (PPI) of DEGs. At least one connection with a protein and a medium confidence score (≥0.4) were set as cutoff criteria. The networks in liver, adipose or ovary were built according to the known interaction in chicken by extracted DEGs gene list from the database. Cytoscape software (version 3.4.0) [57] were used to visualize PPI networks. The degree for each gene was calculated by analysing the topological structure of PPI network. The gene with degree ≥10 was considered as the hub genes in the network.

## Additional files

Additional file 1: **Table S1.** Primer sequences and product sizes.

Additional file 2: **Table S2.** The differentially expressed genes in three tissues between ad libitum and restricted feeding group.

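The values that Table S3 gives under TPM run from 500 to 2576524, and 6 of them are above the total to which all TPM values of 1 sample add up. Of the 5 genes most abundant in liver, the paper lists all 5 for the ad libitum group and APOB alone for the restricted group. In the deposited counts of the restricted livers, the smallest count of any of the 5 in a library was 572194 (VTG1). That does not show an omission, because Table S3 is a list of tissue specific genes. In F1724_R, F6709_R and F6710_R, VTG2 was at 228.5, 90.3 and 416.5 normalized CPM. APOB was the lowest of the 5 there, at 67.8, 28.5 and 101.6. The paper states no comparison between tissues, so why the others are not listed cannot be told.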

Additional file 3: **Table S3.** The tissue specifically expressed genes (TPM ≥ 500) in three tissues of ad libitum group.

Additional file 4: **Table S4.** Gene Ontology (GO) and KEGG pathway of differential expression genes in adipose, ovary and liver between ad libitum and restricted feeding group.

## Abbreviations

AA: Arbor Acres
*ACTC1*: Actin, alpha, cardiac muscle 1
*ALB*: Albumin
*ANGPTL4*: Angiopoietin like 4
*APOB*: Apolipoprotein B
APOV1: Apovitellenin 1
BP: Biological Process
CC: Cellular Component
*CHAC1*: ChaC glutathione specific gamma-glutamylcyclotransferase 1
*CHGB*: Chromogranin B
*CTSS*: Cathepsin S
*CYBB*: Beta polypeptide
DEGs: Differentially expressed genes
ERs: Estrogen receptors
*ESR1*: Estrogen receptor 1
FDR: False discovery rate
*FGB*: Fibrinogen beta chain
*GAL*: Galanin and GMAP prepropeptide
GEO: Gene expression omnibus
GO: Gene Ontology
MF: Molecular Function
*PLG*: Plasminogen
PPAR: Peroxisome proliferator-activated receptor
PPI: Protein/protein interaction network
qRT-PCR: quantitative real-time PCR
ROS: Reactive oxygen species
*RRM2*: Ribonucleotide reductase regulatory subunit M2
*SIK1*: Salt inducible kinase 1
*SOST*: Sclerostin
S*PI1*: Spi-1 proto-oncogene
*SST*: Somatostatin
TGs: Triglycerides
TMM: Trimmed mean of M-value
TPM: Transcripts per million
VLDL: Very low density lipoprotein
VTG: Vitellogenin

# Supplementary material for: Identification of key genes and molecular mechanisms associated with low egg production of broiler breeder hens in ad libitum
**Source:** BMC Genomics. 2019 May 22;20:408. doi: 10.1186/s12864-019-5801-3
**Supplement:** Supplementary file 1 — Table S1. Primer sequences and product sizes.

**Table S1. Primer sequences and product sizes**

| Gene symbol | Accession number | Primer sequence | Annealing temperature | Product size (bp) |
| --- | --- | --- | --- | --- |
| SOST | CR353045 | F: GCCTCTGCTAATCTGGAAGTC  R: CCAAGTTGTGTTCACCTGATG | 63.1 | 212 |
| RRM2 | HAEL01008561 | F: CGTGTGCTTCTTCTCCTGGTATGT  R: TCGCCTGCCATGCCAAGTTC | 55.5 | 102 |
| ANGPTL4 | XM_001232283 | F: AGCCACACCAACCAGAGCCATA  R: ATCACCGTCCAGCCACCTTCT | 63.7 | 185 |
| CHAC1 | HAEK01040348 | F: TACATCGCCACGCCGCAGAA  R: ATGAAGTCCACCAGCCGCAG | 67.5 | 131 |
| APOB | DQ630943 | F: CGGCTCTTGCTGCTCTTGCT  R: ACCGCTTCGAGAATCTGCTGTT | 58.4 | 181 |
| SIK1 | AF219232 | F: GGTGCTTCTCTCCTGCCTGTCA  R: TGTTCGGCTGTGCGTGTTGG | 63.1 | 226 |
| ACTC1 | HAEK01014447 | F: TGAGGCTGGTCCATCCATTGTC  R: ATGACGGAGGAGTTCAGGAAGG | 63.1 | 130 |
| CHGB | XM_004935278 | F: AGTCTTGGCTGGCATCTCAC  R: TTGGCTTAGACAGAGCATTGG | 65.5 | 123 |
| GAL | XM_015286791 | F: GAAGGAGCCCGTAGGCAATTC  R: GACTGTGCGGCTGATCTCTAGG | 67.1 | 175 |
| SST | EF593949 | F: GCCGAGCAGGATGAAGTGAGAC  R: GGGAGGACAGGTGGGTTTCAA | 66 | 147 |
| 18S | XR_003078044 | F:TAGTTGGTGGAGCGATTTGTCT  R:CGGACATCTAAGGGCATCACA |  | 169 |

*CHGB*, chromogranin B; *APOB*, apolipoprotein B; *SOST*, sclerostin; *GAL*, galanin and GMAP; *SST*, somatostatin; *ACTC1*, actin, alpha, cardiac muscle 1; *CHAC1*, ChaC glutathione specific gamma-glutamylcyclotransferase 1; *SIK1*, salt inducible kinase 1; *ANGPTL4*, angiopoietin like 4; *RRM2*, ribonucleotide reductase regulatory subunit M2. *18S, 18S ribosomal RNA* was used as an internal control.

How the deposited data were processed for this re-analysis (not part of the article)

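RNA from abdominal fat, liver and ovary of 6 broiler breeder hens at 30 wk of age was sequenced, giving 18 libraries. Each of the 3 tissues was compared between 3 hens fed ad libitum since 22 wk and 3 hens kept on restricted feeding. The authors deposited unnormalized counts, whole numbers of reads per Ensembl gene. By the paper's methods, the authors removed adapters and low quality reads, mapped the reads to Gallus_gallus-5.0 with TopHat and counted them in R with GenomicFeatures and GenomicAlignments. All columns of the table were used. The deposited counts were checked to be whole numbers, and each library was matched to its hen, tissue and feeding group by its label and Table 1.

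Genes were tested within each tissue with edgeR version 4.0.16 in R version 4.3.3, with TMM normalization, the quasi-likelihood test and Benjamini-Hochberg FDR under 0.1. The paper names edgeR, TMM, a negative binomial model and this threshold, and does not name the test or the dispersion estimate in its text. Table S2 has a column headed LR. Genes above 1 CPM in each library of at least 1 feeding group were tested. DESeq2 version 1.42.0 was run as an alternative. The opposite effects in ovary and adipose tissue were tested as an interaction in the 12 libraries of these tissues, without and with the hen as a block. Tables and figures were made in Python version 3.11.15 with pandas 2.3.3, numpy 2.4.6 and matplotlib 3.10.9.

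Alternatives tried were the likelihood ratio test with gene-wise, trended or common dispersions, DESeq2, RLE size factors, library size alone, no filter, a filter on all 6 libraries, FDR under 0.05, all 18 libraries in 1 fit, and leaving out each hen. These, the main settings and the rule for naming genes were fixed before the data were examined. The genes named are those the paper names, those Table S4 lists for its pathways as counts, the genes with the smallest p that pass the threshold with separated groups, and lists of marker genes of tissues and cells. The marker lists were written after the fold changes of Table S2 had been read. Gene symbols came from the pairs of identifier and symbol in Tables S2 and S3, which cover 5824 of 17108 genes, so a gene could be named only if the paper lists it. HSD11B1 was matched by hand.

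The tests were checked on simulated data, in which 200 genes per tissue were changed by 2 on the log2 scale between 3 libraries and 3. Counts were drawn for each gene on its own, from a negative binomial model with the gene-wise dispersions that edgeR estimated. The quasi-likelihood test recovered 71.5% of the changed genes in adipose tissue, 94.5% in liver and 79.5% in ovary. Of its calls, 8.92%, 6.90% and 11.7% were false. The likelihood ratio test with trended dispersions recovered 83%, 98.5% and 90.5%, and 38.3%, 28.1% and 43.4% of its calls were false. With gene-wise dispersions the likelihood ratio test recovered 83.5%, 97% and 91.5%, and 26.8%, 22.4% and 26.2% of its calls were false, above the FDR of 0.1 that was set.

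With 14793554 to 23261748 counts per library, 3 counts correspond to 0.129 to 0.203 CPM. This floor covers counting error only, and the standard errors also hold the differences between hens. These errors were computed from the F statistic of the quasi-likelihood test. TPM values, the enrichment tests and the protein networks of the paper were not recomputed, and qRT-PCR values were not used here. Gene lengths, GC content and positions were not used here.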

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

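The marker genes and the tests on them were chosen after the paper's list of differentially expressed genes for the same data had been read, and the genes printed first were singled out after their values had been seen.

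Genes of airway and lung epithelium, which the paper's text does not discuss, were expressed in the adipose tissue of the restricted hen of F6709_R far above the other 5 adipose libraries. LL was at 428.8 normalized CPM there and at most 8.16 in the other hens. SFTPA, a surfactant protein gene, was at 378.6 and at most 7.42. All 9 measured genes of a list of respiratory epithelium markers were highest in this library, each at least 2 times the next hen. A candidate explanation is respiratory epithelium in the adipose samples, here from air sac or lung in F6709_R. But all 9 are among the genes Table S2 calls in adipose tissue, from which most of the list was drawn, so the test could hardly have failed and cannot decide. The depth of the library, 17755741 counts, lies within that of the other adipose libraries, 14793554 to 22019207, so depth alone does not separate it. In the other restricted hens, DNAH5 (4.18 in F1724_R and 6.65 in F6710_R), PIGR (9.98 and 14.2) and EPCAM (1.82 and 2.02) were also above each ad libitum hen, at levels far under F6709_R. The other 6 markers were not above each ad libitum hen in both. A smaller feeding effect on these 3 genes is not excluded, and no biological explanation was tested.

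In the ovary library O1723_ad of an ad libitum hen, the adrenal steroid gene CYP21A1 was at 131.7 normalized CPM and at most 4.05 in the other hens. All 6 measured genes of a list of adrenal markers were highest there, among them CHGB at 3896, which the paper includes in Fig. 3. The hemoglobin gene HBAA was at 3769 in the same library and at most 471.1 elsewhere, and all 6 measured erythrocyte markers were highest there. Adrenal tissue in the ovary samples and blood in the ovary samples are candidate explanations for O1723_ad. Again all 6 genes of each list are calls of Table S2, so these tests cannot decide. Reads shared between the hemoglobin genes could not be examined. With 20251546 counts this library has the highest total of the 6 ovary libraries, where the lowest has 17954518, a difference too small for changes of this size. No biological explanation was tested.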

How the results depend on the processing

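The settings that were added after the data had been seen are named as such, and the cause of each change below was not tested.

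Of 43 pairs of a named gene and a tissue, 33 kept the direction of their fold change in every setting run that gave them a value, and 42 in every such setting that kept all hens. The exception among the latter was GAL in ovary, at -0.51 with the mean of 3 ovary markers as a covariate, a setting added after the data had been seen. The other reversals came with 1 hen left out, where the log2 fold changes are given as the range over the 6 such fits. In ovary these ran from -0.37 to 4.07 for CHGB, from -1.77 to 4.27 for GAL and from -0.81 to 3.62 for SST, each lowest without O1723_ad, and from -2.74 to 0.67 for ACTC1, highest without O1724_R. In adipose tissue they ran from -2.04 (without F1721_ad) to 2.80 for SOST, from -2.03 to 0.45 (without F6710_R) for CYP17A1 and from -4.35 to 0.56 (without F6709_R) for GSTA4. In liver they ran from -0.024 (without L1723_ad) to 4.12 for CHAC1 and from -0.059 (without L1725_ad) to 0.27 for APOV1. For ALB in liver the range was -0.11 to 0.057, with 0.028 without L1721_ad and 0.057 without L6710_R. WFIKKN2 in adipose tissue and IGFBP1 in liver, the 2 pairs past the threshold, kept their direction. They no longer passed at FDR under 0.05, with all 18 libraries in 1 fit, or with 1 hen left out. Both still passed without the hen of F6709_R, the exception among the 6 such fits. Among the other pairs, 4 passed with gene-wise dispersions, 5 with DESeq2 (which gave no FDR for 7 tested pairs), 36 with trended dispersions and 35 with a common dispersion, in the direction of the quasi-likelihood fit.

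The number of differentially expressed genes in adipose tissue, liver and ovary was 88, 146 and 24 by the likelihood ratio test with gene-wise dispersions, 349, 395 and 245 with trended dispersions, 419, 377 and 383 with a common dispersion, and 78, 241 and 48 with DESeq2. At FDR under 0.05 all were 0, and with all 18 libraries in 1 fit they were 2, 3 and 0. RLE size factors, library size alone, no filter and the filter on all 6 libraries gave 1, 1 and 0 genes. Across the fits that each left out 1 hen, the number ran from 0 to 6 in adipose tissue and from 0 to 104 in liver, and it was 0 in ovary. At an unadjusted p under 0.05 those fits had 359 to 1831 genes in adipose tissue, 774 to 2308 in liver and 255 to 2121 in ovary. In quasi-likelihood fits of ovary with a covariate from 4 or from 3 ovary markers, added after the data had been seen, the number was again 0, as without a covariate, and 2148 and 742 genes had an unadjusted p under 0.05.

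A likelihood ratio test with trended dispersions on genes above 1 CPM in at least 3 libraries was added after the data had been seen and gave 289, 388 and 204 genes. With hens left out in turn, these ran from 176 to 951 in adipose tissue, from 176 to 1062 in liver and from 109 to 796 in ovary. With RLE size factors they were 292 in adipose tissue and 192 in ovary, and with library size alone 250, 302 and 200. In liver, library size alone gave 131 higher and 171 lower genes against 240 and 148 with TMM, so the larger number changed sides. RLE size factors gave 242 and 140. The median shift of the log2 fold changes in liver was -0.0921 with library size alone and 0.0097 with RLE size factors.

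Tissue specific genes numbered 75 and 55 in adipose tissue and 301 and 368 in ovary (ad libitum and restricted) when a mean CPM 10 times that of each other tissue was required. With 500 CPM and no comparison between tissues they numbered 127 and 145 in liver and 138 and 115 in ovary. A rule added after the data had been seen, that 500 counts were not reached in all 3 libraries of another tissue, gave 507 and 398 in adipose tissue and 1862 and 2180 in ovary. With hens left out in turn, also added, adipose tissue ranged from 269 to 365 in the ad libitum group and from 220 to 274 in the restricted group, and ovary ranged from 1086 to 1457 and from 1186 to 1780. Liver stayed between 308 and 350 with hens left out. The number of detected genes stayed within 1.5 times in all settings run, and 0 of the 5 yolk and plasma protein genes passed the interaction test in any of its settings. In that test, 0 to 5 of the 5 had an unadjusted p under 0.05 across settings.

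With 3 hens per group, exact tests of a single gene cannot go below a p of 0.1. The simulated changes were nevertheless recovered in most cases at this size.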

Differences from the paper's values

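The paper reports 289 differentially expressed genes in adipose tissue (66 higher and 223 lower in the ad libitum group), 388 in liver (240 and 148) and 204 in ovary (170 and 34). The quasi-likelihood test gave 1 in adipose tissue (0 and 1), 1 in liver (1 and 0) and 0 in ovary, with 618, 1412 and 624 genes at an unadjusted p under 0.05. Of the alternatives set before the data were examined, the likelihood ratio test with trended dispersions gave numbers within 1.5 times the paper's in every tissue and direction, 349 (80 and 269), 395 (245 and 150) and 245 (200 and 45). With a common dispersion it did so in liver, at 377 (225 and 152), and for the total and the higher genes in adipose tissue, at 419 and 79. DESeq2 did so for the lower genes in liver alone, at 107. The others set in advance did not. The trended test with a filter of 1 CPM in at least 3 libraries, chosen after seeing the values, gave 289, 388 and 204 genes, all shared with the paper's list, and its log2 fold changes differed from those of Table S2 by at most 5e-06. Of the paper's genes, gene-wise dispersions called 61, 128 and 20 and DESeq2 called 59, 172 and 26.

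Among the 7 phagosome genes in ovary the paper's Table S2 has 7 with FDR under 0.1, against 0 by the quasi-likelihood test. For VTG2, ALB, APOB, VTG1 and APOV1 it has 5 in ovary and 5 in adipose tissue, against 0 in each. For the genes of Fig. 3 it has 10 against 0, for the steroid and xenobiotic genes in adipose tissue 9 against 0, and for ESR1 in liver 1 against 0. Of all alternatives set before the data were examined, those with trended or common dispersions came within 1.5 times the paper's number in each of these sets. Trended dispersions gave 7, 5, 5, 9, 6 and 1 of them, and a common dispersion gave 6, 5, 5, 9, 6 and 1. Gene-wise dispersions and DESeq2 did so for ESR1 alone. DESeq2 gave no FDR for CHGB, GAL, SST, ACTC1, SOST and CHAC1 of Fig. 3 or for GSTA4 in adipose tissue, so these could not be called by it. Gene-wise dispersions and DESeq2 also called SIK1 and ANGPTL4 in liver and ATP6V0D2 in ovary, and DESeq2 called EPHX1L in adipose tissue. SIK1 was also called with all 18 libraries in 1 fit (FDR 0.0936), and ANGPTL4 without L6709_R (FDR 0.00869). The filter keeps RRM2, CYP1C1, CYP2C45 and HSD11B1b out of the test. Without a filter their FDR values by the quasi-likelihood test were 0.420, 0.840, 0.840 and 0.840. The unadjusted p was under 0.05 for 6 phagosome genes in ovary, for 4 of the 5 yolk and plasma protein genes in ovary and for 0 of the 5 in adipose tissue. It was also under 0.05 for ESR1, for 5 of the 9 tested genes of Fig. 3 and for 2 of the 6 tested steroid and xenobiotic genes.

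The paper lists 499 and 345 tissue specific genes in adipose tissue (ad libitum and restricted) and 1815 and 1994 in ovary. By 500 counts in all 3 libraries and fewer in every library of the other tissues there were 229, 160, 980 and 1090. None of the alternatives set before the data were examined closed the gap. The rule that 500 counts were not reached in all 3 libraries of another tissue, chosen after seeing the values, gave 507, 398, 1862 and 2180, of which Table S3 lists 313, 226, 1331 and 1493.

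Fig. 3 shows the RNA-seq log2 fold change of CHGB at about -3.1 (Fig. 3, read by eye), against 3.53 here. For GAL it is about -3.1 (Fig. 3, read by eye) against 3.39, for SST about -2.7 (Fig. 3, read by eye) against 3.08, and for APOB about -2.9 (Fig. 3, read by eye) against 3.24. SOST is at about -2.1 (Fig. 3, read by eye) against 2.24, CHAC1 at about -2.5 (Fig. 3, read by eye) against 3.55, and SIK1 at about -1.7 (Fig. 3, read by eye) against 3.26. ANGPTL4 is at about 2.5 (Fig. 3, read by eye) against -2.75, and ACTC1 at about 1.1 (Fig. 3, read by eye) against -2.22. Of the alternatives set before the data were examined, leaving out F1721_ad brought SOST to -2.04 and leaving out O1724_R brought ACTC1 to 0.67, and no other brought any of these genes within its error of the figure. The signs in the paper's Table S2, in the tissues taken here, are those found here. The paper does not name these tissues, and each was taken from the Table S2 row judged to match the figure. In these tissues, the Results text has the same direction as the figure and the opposite direction to Table S2. For APOB this depends on the tissue, since Table S2 also calls it in adipose tissue, with a log2 fold change of -1.73.

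The paper cites Table S3 for the 5 most abundant liver genes in both groups, and the restricted list there has APOB alone of the 5. The numbers of detected genes in the paper are those found here with 1 CPM in any 3 of 6 libraries.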

Other observations

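The tests on liver RNA and on the splits of the quasi-likelihood counts were set before the data were examined, although the paper's fold changes of some liver genes, such as FGB and PLG, had been read. All other tests here were chosen after the result was seen, as was the amount counted as similar, 0.5 times the change of the 5 genes.

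VTG2, ALB, APOB, VTG1 and APOV1 are liver genes, and liver RNA in the ovary and adipose libraries is a candidate explanation for their differences there. Genes with a mean CPM at least 100 times higher in liver than in the other tissue, without the 5 and VTG3, were examined. In adipose tissue, 63 such genes had a median log2 fold change of -1.27, against -1.66 for the 5, and 60 of the 63 were lower. Of 10000 lists of genes of similar expression, 95% had a median between -0.23 and 0.059. Liver RNA in the adipose libraries therefore remains an explanation. In ovary, 45 such genes had a median of 0.91, outside the -0.13 to 0.27 of the random lists, and 40 were higher. That is in the same direction but under 0.5 times the 2.35 of the 5 genes. In ovary, such genes had a median share of their liver level of 0.178% (O6709_R) to 0.465% (O1721_ad). That was above the share of the 5 in each ovary library, 0.0106% to 0.292%. Liver RNA alone would give like shares, so such genes are no clean measure of it and the 0.5 limit cannot decide. The pattern in ovary can therefore not be told apart from liver RNA, nor put down to it. Without the genes that Table S2 calls, 53 genes in adipose tissue had a median of -1.16 and 35 in ovary had 0.60. Genes that change together make such random lists too narrow. A response of the tissues to feeding, or carry-over at dissection, could not be separated further.

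The phagosome genes rose in ovary with a median log2 fold change of 1.51. The leukocyte markers PTPRC, LCP1 and LAPTM5 had a median of 1.12, where lists of genes of similar expression had -0.36 to 0.35. More leukocytes in the ovary samples of the ad libitum hens may account for it. All 3 markers are themselves calls of Table S2, and the other 4 listed markers could not be matched, so the test cannot decide between leukocyte content and expression per cell.

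The 6 hens can be split into 3 and 3 in 10 ways. By the quasi-likelihood test, 2 of the 10 splits in adipose tissue and 4 in liver gave as many genes with FDR under 0.1 as the feeding groups, the feeding split included. With trended dispersions and the filter of 1 CPM in at least 3 libraries, it was 6 in adipose tissue, 2 in liver and 4 in ovary. The smallest share that 10 splits allow is 0.1, so these counts describe the splits and cannot set a feeding effect apart from another grouping, whatever their value. For ovary by the quasi-likelihood test the number is 10, and for the interaction of the 5 yolk and plasma protein genes it is 10. There the feeding split had 0 genes under the threshold (624 genes in ovary and 4 of the 5 had an unadjusted p under 0.05), so every split has as many and these numbers were fixed in advance.

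One of the other splits stood out in ovary. O1721_ad, O6709_R and O6710_R against O1723_ad, O1725_ad and O1724_R gave 5112 genes by the quasi-likelihood test and 3427 with trended dispersions. Each set mixes the feeding groups, but unevenly. O1721_ad is the only ad libitum library in the first, and O1724_R is the only restricted library in the second. The division thus overlaps in part with feeding. The ovary feeding test, with 0 genes under the threshold, had no term for it, and only covariates from ovary markers were tried. A different share of follicle cells in the ovary samples may lie behind the division, since the tissue was stroma with small follicles. Of 4 follicle markers, 2 (ZP2 and AMH) were higher in each of the first 3 libraries than in each of the others, while FOXL2 and ZP3 overlapped. Of all tested genes, 25.4% were higher in this way, so 2 of 4 cannot decide. Total counts overlapped, with 1 of the latter 3 libraries above the smallest of the first 3, so depth does not separate them. The same split gave 0 genes in liver and adipose tissue by the quasi-likelihood test. With trended dispersions it gave 51 in liver, where the 10 splits ran from 38 to 389, and 312 in adipose tissue, where they ran from 71 to 603. In the test of the difference between ovary and adipose tissue, this split gave 499 genes with FDR under 0.1 and the other splits 0 to 9. These values count against a difference between the hens present in every tissue at the size seen in ovary, but a smaller shared one is not excluded. In Table 1 the mapping rates were 82.7%, 83.3% and 81.3% for O1721_ad, O6709_R and O6710_R, and 80.2%, 80.6% and 79.2% for O1723_ad, O1725_ad and O1724_R. These did not overlap, which chance gives in 10% of such comparisons, and no batch is named in the paper, so a technical difference stays open.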
